A study of Mus musculus and Callithrix jacchus with 22 samples. Its data were reported in "Temporally divergent regulatory mechanisms govern neuronal diversification and maturation in the mouse and marmoset neocortex" (2022).

How the data were processed

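Single-cell ATAC-seq reads mark open chromatin: a transposase (Tn5) cuts and tags accessible DNA, and reads are assigned to cells by barcodes. Per the labels and the methods of the study, mouse libraries came from combined somatosensory and motor cortex at postnatal days 1, 7 and 21 and were made by plate-based combinatorial indexing, with a sort that distributed cells into wells. Marmoset libraries came from cortex of newborn animals (Day0) and of adults labelled Y7 or Y8, and were made with a droplet kit from cells sorted as live. The labels also carry a general protocol for sorting fluorescently labelled projection neurons, whereas the study describes the single-cell samples as unfractionated tissue. A sort of this kind could set the share of neurons, so shares are given for the libraries as labelled.

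The authors trimmed reads, aligned them with Bowtie2 to the mouse or marmoset genome, kept properly paired reads of high mapping quality, removed duplicates with Picard and sampled the libraries to a similar depth per cell. The submitters' processing notes name the build mm10 and the peak caller MACS2. Peaks were called with MACS2 within the Scasat pipeline and brought to 1 common width, and cells were kept within lower and upper limits on reads and peaks. The matrix was made binary, weighted by term frequency, reduced by latent semantic indexing and clustered. The study states that each cluster was then separated by age, that age-specific clusters with few cells were removed, and that clusters were named from gene activity scores of marker genes. In the deposited mouse table, small age-specific groups of cells were kept without a type. How doublets were treated is not given in the sources used here.

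The deposited tables held 1 row per cell with 2 values in units of counts, the number of reads and the number of peaks with a read, as deposited by the authors without normalization. They also held the library, the age, a cluster number and the annotated type. The marmoset table gave the cluster number only as part of a joint name of age, cluster and type. The tables held 19145 mouse cells and 15919 marmoset cells. The lowest read count of a cell was 1000 in both species. The lowest peak count was 300 in mouse and 453 in marmoset. The fewest cells under 1 type name in 1 cluster at 1 age were 102 in mouse and 110 in marmoset. A type listed at 0 at an age can therefore stand for a population below the authors' limit or under another name, so no upper limit was computed for such a 0. No gene-level values, coordinates or embeddings were used here.

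Cells were counted per library and annotated type. Types were placed in 3 classes: pyramidal neurons, interneurons and glia. Mouse cells named Unknown (1697 cells, 8.86% of mouse cells) were left out of the denominators. Each library weighed equally in group means. The share of neurons among annotated cells, of interneurons among neurons, of each subtype among pyramidal neurons or among interneurons, and of each glial type among annotated cells was compared between ages by a two-sided exact permutation test of the difference between group means. The p-values were adjusted by the Benjamini-Hochberg method over the types and age pairs of a species within each of these results. With 4 against 4 mouse libraries the smallest possible p was 0.0286, and with 5 against 5 marmoset libraries it was 0.00794. Adult libraries of both years formed 1 group. The median reads and median peaks per cell of each library were tested in the same way. No test was made between species, because species and library chemistry went together. A cluster was counted as made of 1 age when at least 90% of its cells came from that age.

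All of these choices, the rule that every annotated type is named with its share at each age, and most alternatives were fixed before the data were examined. The rule allowed a cluster to be named only where it was the largest of its type at an age or differed in type between tables. The planned share of nearest neighbours of the same age was not run, since no embedding was used here. Alternatives were pooled cells, log odds with 0.5 cells added, only cells at or above the median reads of the species, each library left out in turn, a replicate block, 1 library series or 1 adult year alone, other denominators and other purity limits. Alternatives chosen after seeing the data gave unassigned cells the type of their cluster, counted cluster 9 as corticothalamic neurons, averaged libraries that agreed within sampling noise, applied 1 peak minimum of 570 to all mouse libraries, left out 2 mouse libraries and used median peaks as the depth limit.

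The labels gave mouse libraries of each age as 2 series, called numbered and Pool here, with 2 libraries each. In the numbered series each age carried its own number. The labels do not explain this number, and whatever it marks goes together with age in that series. Nothing in the labels says that the libraries came from separate animals, so p-values measure the spread between libraries, which may be technical. Of 38 pairs of libraries of 1 group, 11 had cell type counts that agreed within sampling noise (chi-square p of 0.05 or more). Their barcodes showed that they were not 1 library deposited in duplicate: mouse libraries of 1 age and series used separate first-round indices, the agreeing P7 libraries with the same indices shared 333 barcodes where chance would give 286, and marmoset libraries of a group shared at most 0.52% of barcodes. They were kept as separate samples, and averaging them was an alternative. The exact permutation test gave the same p as the SciPy implementation in 200 of 200 simulated comparisons. In simulations, libraries were drawn from the P1 cell types, with 4 against 4 libraries. The test of the interneuron share of P7 against P1 called 4% of 200 simulations without a change. It called 46% with interneuron weights multiplied by 0.75 and 97% with weights multiplied by 0.5. For interchangeable libraries an exact permutation test holds its level by construction. The 4% is therefore no check for libraries that differ by series, and the other values hold for the simulated spread only. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.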

Results

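Chromatin accessibility was measured in single cells of neocortex from mice at postnatal days 1, 7 and 21 (P1, P7 and P21). Marmosets, small New World monkeys, were measured as newborns (labelled Day0, described as neonatal in the study) and as adults (Y7 and Y8). The mouse data comprised 12 libraries, 4 per age, and 19145 cells. The marmoset data comprised 10 libraries, 5 newborn and 5 adult, and 15919 cells. Mouse libraries held 893 to 3407 cells and 2186788 to 15904940 reads. Marmoset libraries held 1209 to 1814 cells and 5139726 to 13441944 reads. The authors' annotation named pyramidal neurons, the excitatory projection neurons of the cortex, as callosal (CPN), layer IV, subcerebral (ScPN) or corticothalamic (CthPN) neurons. It also named interneurons, astrocytes and stages of the oligodendrocyte lineage, the cells that make myelin. The comparisons below asked how the cell make-up of the libraries differed between early and late ages within each species.

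Neurons made up most annotated cells of the mouse libraries at every age. In marmoset they made up most cells of the newborn but not of the adult libraries. These are shares of recovered cells and not of the tissue. Marmoset tissue was dissociated with papain and sorted for live cells. Whether neurons and glia were recovered equally at both ages was not tested. In mouse the neuron share was 89.2% ± 3.25 at P1, 90.8% ± 1.74 at P7 and 92.3% ± 2.60 at P21 (SD, n = 4 libraries each). In marmoset it was 71.6% ± 2.51 at Day0 and 12.3% ± 9.24 in adults (SD, n = 5 libraries each), a difference of -59.2 percentage points. Every adult library lay below every newborn library, and the exact permutation test gave p = 0.00794, the smallest it could give. Adult libraries differed by year: the share was 22.4% ± 1.16 at Y7 (n = 2) and 5.63% ± 1.102 at Y8 (n = 3).
No age pair of the mouse passed the exact permutation test, with adjusted p = 0.371 for each pair and the lowest unadjusted p at 0.2 (n = 4 libraries per age). The series went opposite ways from P1 to P21, from 86.4% to 94.5% in the numbered libraries and from 92.0% to 90.1% in the Pool libraries. With unassigned cells kept in the denominator, the P7 share lay 11.7 points below P1, a difference of -11.7 (adjusted p = 0.0429, exact permutation test, n = 4), and 19.3% ± 1.83 of P7 cells carried no type. Among cells with at least the median number of reads, the share was higher than at P1. The differences were 5.69 points at P7 and 5.89 points at P21 (adjusted p = 0.0429 each, exact permutation test, n = 4). This limit of 3444 reads acted unequally: median reads of astrocytes were 3556.5 at P1, 1496 at P7 and 1417.5 at P21. At P21 myelin-forming oligodendrocytes had 1669, and newly formed ones, above the limit, 4525. These differences therefore cannot be told apart from an effect of the limit on glia.

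Interneurons, the inhibitory neurons of the cortex, fell as a share of mouse neurons at each step from P1 to P21. The share was 22.4% ± 1.55 at P1, 16.7% ± 1.82 at P7 and 13.2% ± 0.756 at P21 (SD, n = 4 libraries each). The change from P1 to P21 was -9.18 percentage points, or 0.590-fold. In marmoset the interneuron share of neurons was 45.5% ± 2.08 at Day0 and 49.6% ± 11.1 in adults (SD, n = 5). Each mouse pair gave p = 0.0286 and adjusted p = 0.0286 in the exact permutation test, with all libraries of the later age below all libraries of the earlier one (n = 4). Here and in the other mouse tests, the 4 libraries of an age were treated as exchangeable across series. With the replicate number within series as a block, the differences kept their values. The smallest possible p of that blocked permutation test was 0.125, so none could pass. Among cells with at least the median reads the step from P1 to P7 grew from -5.66 to -11.1 points and that from P7 to P21 shrank from -3.52 to -1.58 (adjusted p = 0.0286 each, exact permutation test, n = 4). The fall from P1 to P21 was present within each series, from 22.2% to 12.8% in numbered and from 22.5% to 13.5% in Pool libraries. The step from P7 to P21 was -0.920 points when the unassigned cluster 9 of P7 was counted among neurons (adjusted p = 0.343, exact permutation test, n = 4). It was -1.74 points in cells with at least the median number of peaks (adjusted p = 0.0857, exact permutation test, n = 4). The marmoset ages did not separate (exact permutation test, p = 0.373, n = 5), and the difference of 4.14 points turned to -1.504 when the cells of each age were pooled. Without the first Y7 library, at 32.3%, the difference was 8.48 points (p = 0.0317, exact permutation test, n = 4 adult libraries), and in Y8 libraries alone it was 10.5 points (p = 0.0357, exact permutation test, n = 3). The difference turned to -5.40 points in Y7 libraries alone and to -0.416 points with agreeing libraries averaged.

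**Figure D1:**
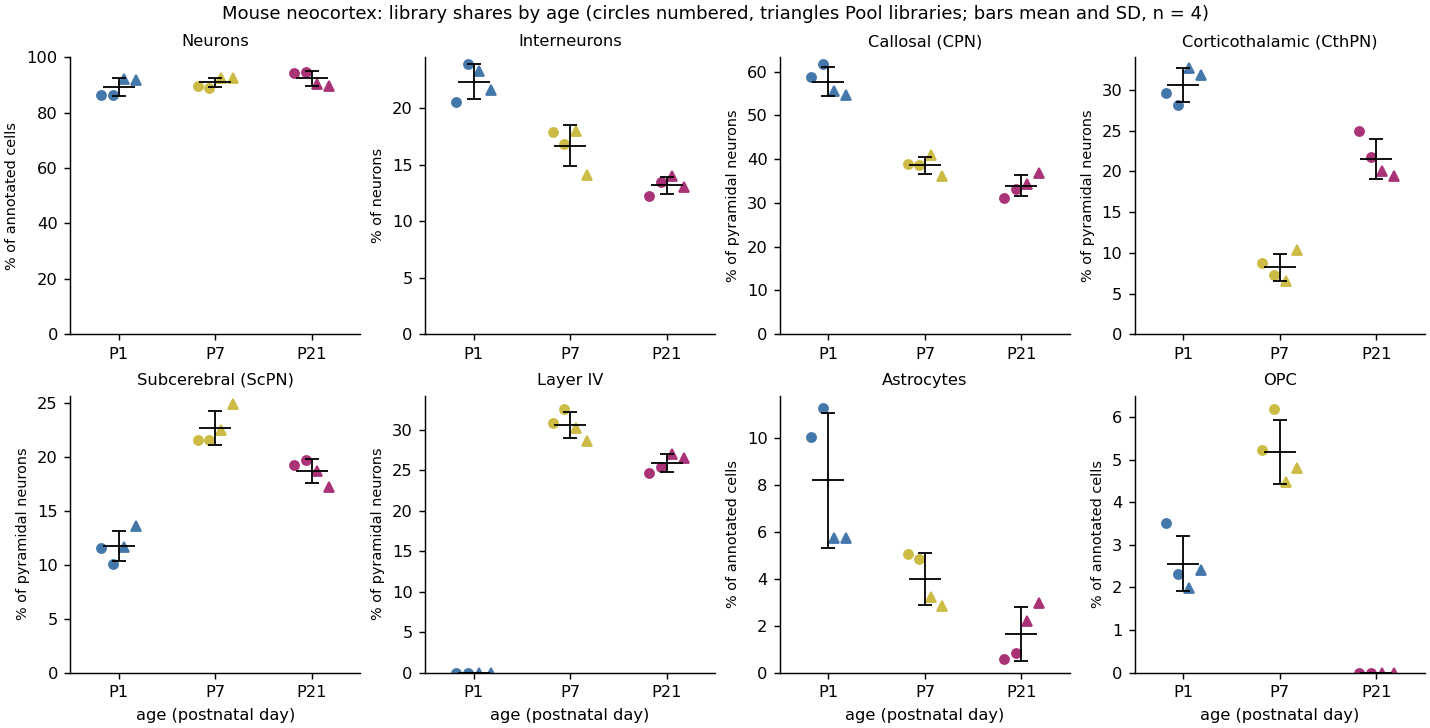
Share of each cell type (vertical axes, percent of the denominator named on the axis) in each mouse library at P1, P7 and P21 (horizontal axes, age), with circles for numbered and triangles for Pool libraries, and bars for the mean and SD of 4 libraries. Interneurons fell from 22.4% to 13.2% of neurons, corticothalamic neurons were lowest at P7 (8.22% of pyramidal neurons), and a 0 marks a type that the annotation did not name at that age.

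Pyramidal subtypes of the mouse shifted between ages. Callosal neurons, which connect the hemispheres, were 57.7% ± 3.24 of pyramidal neurons at P1, 38.6% ± 1.94 at P7 and 33.9% ± 2.37 at P21 (SD, n = 4). Subcerebral neurons, which project to brainstem and spinal cord, rose from 11.7% ± 1.43 at P1 to 22.6% ± 1.58 at P7 and lay at 18.7% ± 1.09 at P21. Corticothalamic neurons, which project to the thalamus, went from 30.6% ± 2.09 at P1 to 8.22% ± 1.69 at P7 and 21.5% ± 2.46 at P21. Layer IV neurons, the main cortical targets of thalamic input, were listed at 0 at P1 and made up 30.5% ± 1.64 at P7 and 25.9% ± 1.08 at P21.
Of 12 differences tested, 11 passed (adjusted p = 0.0312 each, exact permutation test, n = 4), and 2 of these set layer IV against 0. In each of the 11, all libraries of 1 age lay above all of the other. Shares have a fixed total, so naming layer IV only from P7 also lowers the other shares against P1. Callosal, subcerebral and corticothalamic cells numbered 1851, 374 and 969 at P1. They numbered 1449, 846 and 304 at P7 and 2111, 1208 and 1435 at P21. Shares without layer IV in the denominator were not tested. Callosal neurons at P7 against P21 did not pass (adjusted p = 0.0571, exact permutation test, n = 4). All 12 tested differences kept their direction within each series, but some differed in size. Corticothalamic neurons of P21 minus P1 differed by -5.51 points in numbered and -12.5 in Pool libraries. For P21 minus P7, layer IV differed by -6.68 and -2.63 points and subcerebral neurons by -2.13 and -5.76. Among cells with at least the median number of reads, 7 differences passed, and 4 lost their call: callosal neurons at P7 and P21 against P1 (-15.4 and -17.4 points, adjusted p = 0.0686 each) and layer IV (-4.71, adjusted p = 0.0686) and subcerebral neurons (-4.17, adjusted p = 0.0935) at P21 against P7 (exact permutation tests, n = 4), while corticothalamic neurons of P21 minus P1 went from -9.02 to -13.9. With median peaks as the limit, the subcerebral difference of P21 minus P1 went from 6.96 to 4.19 points (adjusted p = 0.114, exact permutation test, n = 4) and the callosal one to -15.8. Counting the unassigned cluster 9 of P7, chosen after its values were seen, as corticothalamic turned the P21 minus P7 difference of that type from 13.3 to -3.31 points (adjusted p = 0.0762, exact permutation test, n = 4). It also turned layer IV from -4.65 to 0.866 (adjusted p = 0.468) and subcerebral neurons from -3.94 to 0.159 points (adjusted p = 0.914, exact permutation tests, n = 4). The P7 minus P1 differences of corticothalamic and subcerebral neurons became -5.71 and 6.80 points and still passed.

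Newborn marmoset pyramidal neurons were spread over 5 names and adult ones over 3. Callosal neurons were 30.5% ± 8.36 and subcerebral neurons 29.1% ± 2.59 of pyramidal neurons at Day0 (SD, n = 5), and both were listed at 0 in adults. Cells named only as excitatory neurons (ExNeuron) were 12.1% ± 16.6 at Day0 and 51.4% ± 5.03 in adults. Layer IV neurons were 12.6% ± 10.9 and 31.8% ± 15.3, and corticothalamic neurons 15.6% ± 0.938 and 16.9% ± 11.8. Callosal, subcerebral and ExNeuron shares passed (adjusted p = 0.0132 each, exact permutation test, n = 5), the first 2 against 0, whereas layer IV (adjusted p = 0.0893) and corticothalamic shares (adjusted p = 0.905) did not in the same exact permutation test. Since callosal and subcerebral neurons were named only at Day0, the other pyramidal shares had to be higher in sum in adults. No pyramidal cluster held both ages: ExNeuron cells lay in cluster 18 at Day0 (357 cells) and in cluster 28 in adults (271 cells). Corticothalamic neurons were 27.4% at Y7 (n = 2) and 9.82% at Y8 (n = 3), and their difference ranged from -2.76 to 4.28 points with 1 library left out. With pooled cells it was 9.004 points instead of 1.22, and that of layer IV 8.13 instead of 19.1. Newborn libraries disagreed on ExNeuron, with 29.1% and 31.4% in libraries 1 and 2 and at most 0.14% in the other three. Layer IV passed in Y8 libraries alone, where it was 42.0% ± 8.29 (adjusted p = 0.0446, exact permutation test, n = 3 adult libraries).

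Interneuron names of the mouse changed with age. At P1 interneurons were named by origin, 62.9% ± 8.57 from the caudal (Inh_CGE) and 37.1% ± 8.57 from the medial ganglionic eminence (Inh_MGE), embryonic zones that give rise to cortical interneurons (SD, n = 4). From P7 they were named by marker. Sst cells, which express somatostatin, were 75.4% ± 3.29 at P7 and 36.6% ± 3.63 at P21. Npy cells were 24.6% ± 3.29 and 28.1% ± 1.63, and parvalbumin cells (Inh_Pval) were named only at P21, at 35.3% ± 2.95. Of 12 differences 11 passed (adjusted p = 0.0312 each, exact permutation test, n = 4), but 10 of these set a named type against 0. The other was Sst cells at P21 against P7 (unadjusted p = 0.0286, exact permutation test, n = 4). Its adjusted p depends on those 10 tests, whose outcome the naming fixed. Cluster 6 held 347 cells named Inh_MGE at P1 and 571 named Inh_Sst at P7, so names changed within 1 cluster. The Sst share of P21 minus P7 was -38.7 points, but all Sst cells of P7 lay in cluster 6 and all 359 of P21 in cluster 17, and the parvalbumin cells (326, cluster 19) had a name only at P21. Npy cells did not pass between these ages (adjusted p = 0.114, exact permutation test, n = 4). In cells with at least the median reads the Npy share of P7 was 13.9%.

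Marmoset interneurons were 33.2% ± 2.35 Vip, 29.8% ± 4.24 parvalbumin (Inh_Pvalb), 24.7% ± 1.47 Sst and 12.2% ± 5.10 NPY cells at Day0 (SD, n = 5). In adults they were 71.0% ± 5.34 Sst and 29.0% ± 5.34 Vip cells, with NPY and parvalbumin cells listed at 0. The Sst share rose by 46.3 points, or 2.88-fold, but the 675 newborn Sst cells lay in cluster 9 and the 281 adult ones in cluster 22. Since NPY and parvalbumin cells were named only at Day0, the Sst and Vip shares had to be higher in sum in adults. The size and p of the Sst difference therefore carry the naming. Beside Vip cells alone, Sst cells were 675 to 910 at Day0 and 281 to 114 in adults, which was not tested. The Sst, NPY and parvalbumin differences passed (adjusted p = 0.0106 each, exact permutation test, n = 5), the latter 2 against 0, and the Vip difference did not (adjusted p = 0.143, exact permutation test, n = 5), except without the second Y8 library (-6.06 points, adjusted p = 0.0159). These adult shares rested on 395 interneurons.

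Astrocytes, the main support cells of the cortex, fell with age as a share of annotated cells in both species. Newly formed and later oligodendrocytes were named only in P21 mice and adult marmosets. Mouse astrocytes were 8.21% ± 2.88 of annotated cells at P1, 3.99% ± 1.11 at P7 and 1.65% ± 1.15 at P21 (SD, n = 4). Oligodendrocyte precursors (OPC) rose from 2.56% ± 0.654 at P1 to 5.17% ± 0.745 at P7 and were listed at 0 at P21. Newly formed (NFOL, 1.23% ± 0.580) and myelin-forming oligodendrocytes (MFOL, 4.82% ± 1.71) were named only at P21. In marmoset, astrocytes fell from 15.0% ± 0.870 at Day0 to 8.68% ± 2.17 in adults (SD, n = 5). The other cells changed too: the summed oligodendrocyte lineage was 13.4% of annotated cells at Day0 and 79.0% in adults. Relative to neurons, marmoset astrocytes were more numerous in adults, at 658 beside 901 neurons, against 1260 beside 6025 at Day0. That ratio was not tested.
Marmoset precursors were 11.4% ± 3.01 and 8.74% ± 1.86, and committed precursors (COP) 2.05% ± 1.26 and 2.33% ± 1.53. Newly formed (9.28% ± 4.98), myelin-forming (25.1% ± 14.3) and mature oligodendrocytes (MOL, 33.5% ± 15.3) were named only in adults. In mouse 9 of 10 differences passed (adjusted p = 0.0317 each, exact permutation test, n = 4), 6 of them with a named type against 0, and astrocytes at P7 against P21 did not (adjusted p = 0.0571, exact permutation test, n = 4). Astrocytes of the last age lay in other clusters: in mouse cluster 12 held those of P1 and P7 and 15 unassigned P21 cells, and cluster 29 all 102 of P21, and in marmoset cluster 2 held those of Day0 and cluster 8 those of adults. The cluster of mouse precursors held 91 unassigned P21 cells and that of myelin-forming cells 56 unassigned P7 cells. Astrocytes went from 10.7% at P1 to 0.695% at P21 in numbered and from 5.75% to 2.60% in Pool libraries. Without the numbered P1 libraries they differed by -1.76 (P7 minus P1) and -4.10 points (P21 minus P1), where no p could pass, and with median peaks by -2.65 and -3.21 points. In marmoset the astrocyte, NFOL, MFOL and MOL differences passed (adjusted p = 0.0119 each, exact permutation test, n = 5), the last 3 against 0, and OPC (adjusted p = 0.171) and COP (adjusted p = 0.714) did not in the same exact permutation test. Mouse precursors lost calls: P7 lay 0.340 points above P1 in cells with at least the median reads (adjusted p = 0.457), and P21 differed from P1 by -1.08 points when unassigned cells took the type of their cluster (adjusted p = 0.171) and by -1.02 points with median peaks (adjusted p = 0.143, exact permutation tests, n = 4). In cells with at least the median reads, the MFOL share of P21 was 0.808% and precursors of P21 minus P7 differed by -2.40 points, and both still passed. In marmoset cells with at least the median reads, the NFOL difference was 16.4, the astrocyte difference -4.09 and the MFOL difference 4.42 points (adjusted p = 0.0571 for MFOL, exact permutation test, n = 5), and the OPC difference turned from -2.62 to 8.86 points (adjusted p = 0.0571), or 9.19 points with median peaks as the limit (adjusted p = 0.0476).

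**Figure D2:**
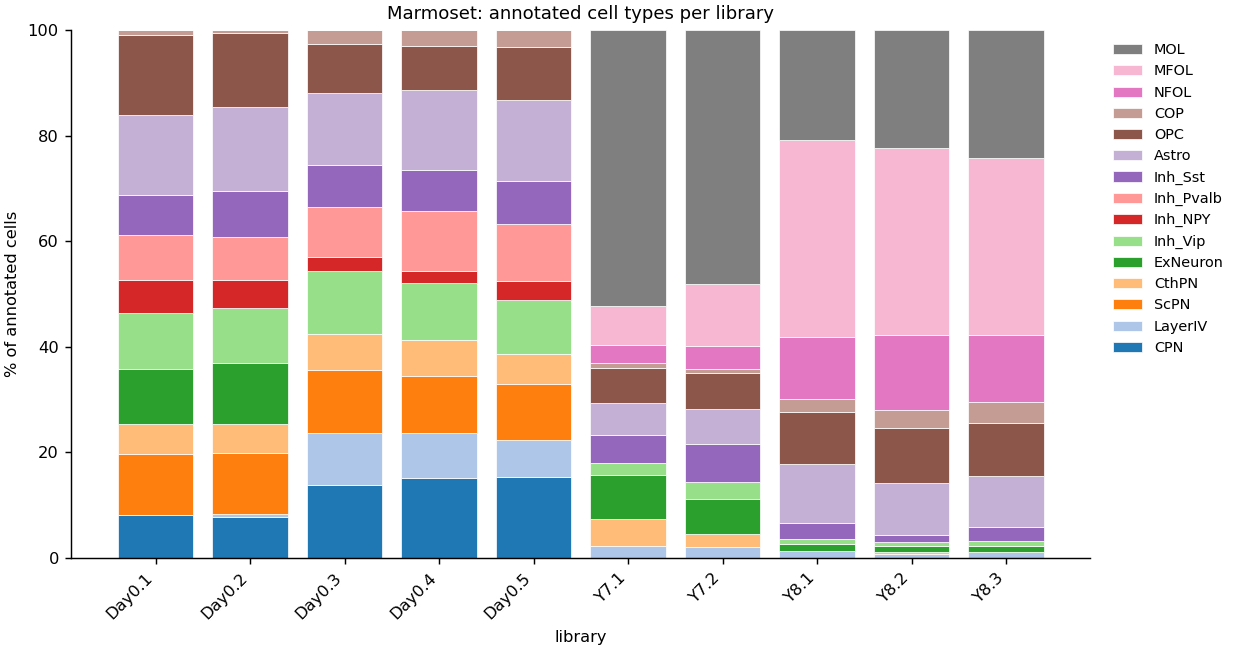
Share of each annotated type (vertical axis, percent of annotated cells) in each marmoset library (horizontal axis), stacked to 100%. Neurons averaged 71.6% in the newborn libraries and 12.3% in the adult ones, with mature oligodendrocytes at 50.2% in Y7 and 22.4% in Y8 libraries.

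Pyramidal neurons of the mouse fell mostly into clusters of a single age, in a comparison that asked which cell types separated by age. Interneurons and glia did so only in part, and at the 90% limit with all libraries only at P21. Of 13329 cells in pyramidal clusters, 95.5% lay in clusters with at least 90% of cells from 1 age, with 89.8% to 98.4% in single libraries. For interneuron clusters the share was 25.0% of 2736 cells and for glial clusters 12.5% of 1699 cells, all of P21. Of the P21 cells of single libraries, 68.4% to 72.0% of interneurons and 27.2% to 40.5% of glia lay in such clusters, and 0 of those of P1 and P7 did. At a purity of 80% the shares of all cells were 47.8% in interneuron and 36.0% in glial clusters. Cluster 11 then counted as well, with 88.3% of its cells from P1, so the interneuron share was no longer of P21 alone. At the 90% limit with 1 library left out, the interneuron share ranged from 17.2% to 49.7%, the highest without the second Pool library of P7. Cluster 18 held corticothalamic neurons of P1 (169 cells) and P7 (176 cells). A further, smaller cluster held corticothalamic neurons of P7 (128 cells) and P21 (127 cells). Cluster 13 held Npy cells of P7 and P21, and cluster 12 astrocytes of P1 and P7.
In marmoset the shares were 100% for pyramidal, 83.1% for interneuron and 96.1% for glial clusters. Vip cells of cluster 12 (415 newborn and 114 adult cells) and committed precursors of cluster 19 (175 and 179 cells) were the clusters named at both ages. No unassigned marmoset cells were used here, so cells of an age that the authors removed from a cluster do not count in these shares. No test was made across cells.

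**Figure D3:**
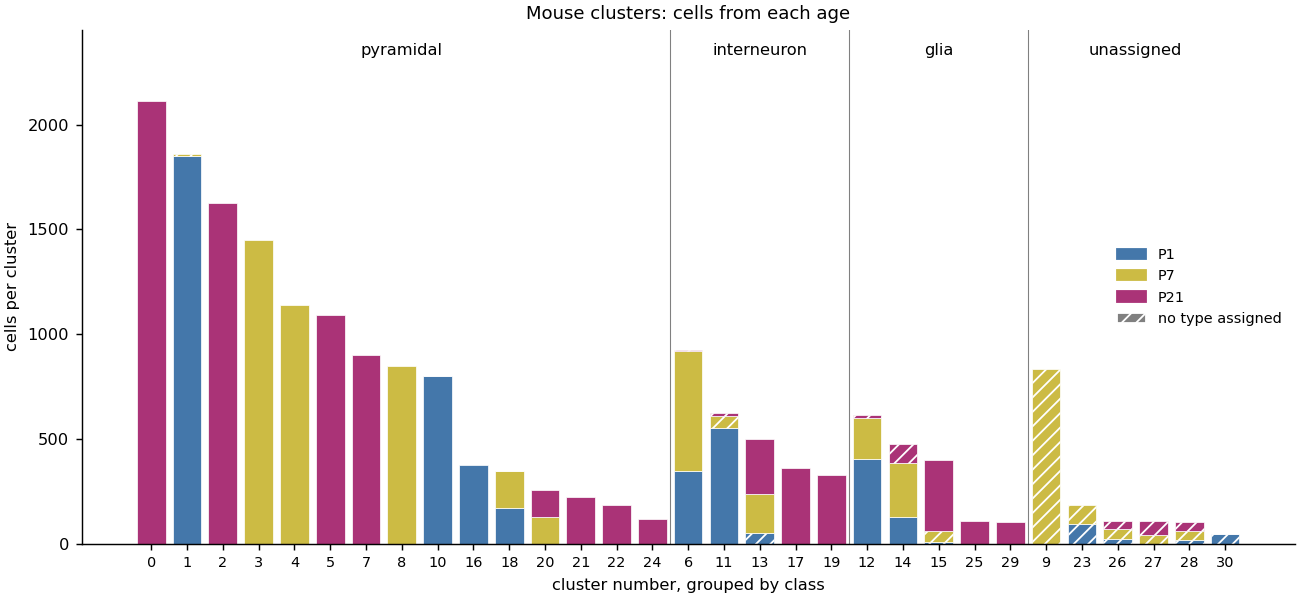
Number of cells (vertical axis) from P1, P7 and P21 (colours) in each mouse cluster (horizontal axis, cluster numbers grouped by class), with hatching for cells without an assigned type. Pyramidal clusters were mostly of 1 colour (95.5% of their cells lay in clusters of 1 age), and cluster 9 held 834 unassigned P7 cells.

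Depth per cell differed between ages in both species. Median reads per cell were 3699 ± 2181 at P1, 3075 ± 357 at P7 and 3689.75 ± 180.1 at P21 in mouse (SD, n = 4). Median peaks per cell rose from 932 ± 213 at P1 to 1688 ± 240.1 at P7 and 2051 ± 96.0 at P21. The rise from P1 to P7 was 1046 peaks in numbered and 466 in Pool libraries. In marmoset, cells at Day0 had 6663 ± 527 reads and 3399 ± 369 peaks, against 2870.5 ± 399 reads and 1513 ± 204 peaks in adults (SD, n = 5). All 3 mouse differences in peaks and the P7 to P21 difference in reads passed (adjusted p = 0.0429 each, exact permutation test, n = 4), as did both marmoset differences (adjusted p = 0.00794, exact permutation test, n = 5). From P1 the reads went down in numbered and up in Pool libraries, since numbered P1 libraries had medians of 4587 and 6371 reads and Pool P1 libraries of 1912 and 1925. The numbered P1 libraries held 0.171 and 0.107 peaks per read, against 0.485 to 0.578 in all other libraries of both species.

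**Figure D4:**
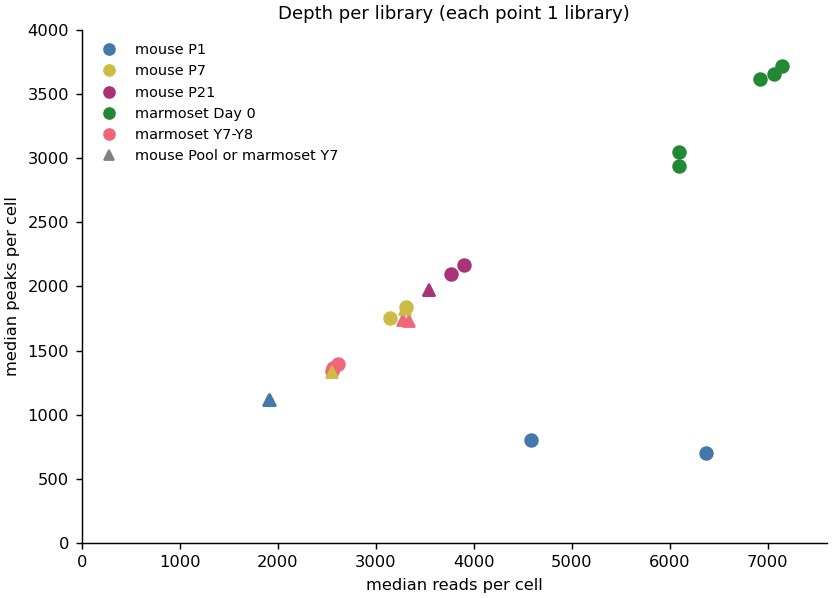
Median reads per cell (horizontal axis) and median peaks per cell (vertical axis) of each library, coloured by species and age, with triangles for mouse Pool and marmoset Y7 libraries. The numbered P1 libraries, at 804 and 699 peaks, lie apart from all others.

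Interneurons made up a larger share of neurons in the marmoset than in the mouse libraries, at the early and at the late ages. In newborns (Day0) the share was 45.5% ± 2.08 in marmoset (SD, n = 5), and at P1 it was 22.4% ± 1.55 in mouse (SD, n = 4). At the later ages it was 49.6% ± 11.1 in marmoset and 13.2% ± 0.756 in mouse. Species and library chemistry went together, and no test was made. The late ages, P21 in mouse and Y7 or Y8 in marmoset, were not matched. Mouse cells were fixed, whereas marmoset cells were dissociated and sorted as live. The adult marmoset share rested on 901 neurons, with libraries from 32.3% to 60%.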

Values the study reported

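The study reported a final set of 19,145 mouse and 15,919 marmoset cells. It kept cells with no fewer than 1,000 reads and 300 peaks and no more than 15,000 reads and 8,000 peaks. Clusters were separated by age, and those under 100 cells were dropped.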

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

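Of the tests of explanations below, those on cluster 9, on the library series, on the summed excitatory share, on the age of the animals and on the peak minimum were chosen after the values were seen. Corticothalamic neurons dipped at P7 in the mouse, to 8.22% of pyramidal neurons. Low depth was argued against, since the share was 10.3% ± 2.34 among P7 cells with at least the median reads, below the 18.01% to 25.8% of P21 libraries. A single library series was also argued against, since the highest P7 library lay at least 9.12 points below the lowest other library within each series. If all cells of cluster 9, which were of P7 alone, were corticothalamic, the share would be 24.8% ± 1.77, inside the range of 19.4% to 32.7% of the other ages. This cannot be told apart from other identities of cluster 9 without gene-level values, and a change with age stays open as untested.

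In newborn marmoset, ExNeuron made up 29.1% and 31.4% of pyramidal neurons in libraries 1 and 2 and 0%, 0.14% and 0% in libraries 3 to 5, while layer IV made up 0.347%, 1.34%, 23.1%, 20.5% and 17.9% and callosal neurons 22.5%, 21.04%, 32.7%, 36.6% and 39.7%. Depth was argued against as the cause, since the ExNeuron share still spanned 36.3 points among cells with at least the median reads. The summed share of ExNeuron, layer IV and callosal neurons spanned 5.63 points and that of ExNeuron and layer IV 14.8 points, and the 3 names were 3 separate clusters (18, 14 and 4), so 1 population under different names cannot be told apart from different populations without gene-level values. Names within pyramidal neurons leave out other differences between the same libraries 1 to 5: precursors were 15.0%, 14.1%, 9.32%, 8.32% and 10% of annotated cells, committed precursors 0.992%, 0.432%, 2.59%, 3.06% and 3.19%, and NPY cells 18.8%, 16.1%, 7.92%, 7.18% and 11.03% of interneurons. Median peaks per read also differed, at 0.485 and 0.500 in libraries 1 and 2 and 0.527, 0.522 and 0.525 in libraries 3 to 5. Median reads of libraries 1 to 5 were 6092, 6094, 6922.5, 7063 and 7145.5. Different animals, dissections or batches stay open, and the labels name none of them.

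The numbered P1 libraries held few peaks per read (0.171 and 0.107) and more astrocytes (10.1% and 11.3%) than the Pool P1 libraries (5.76% and 5.75%). Greater depth was argued against, since in cells of 1500 to 2500 reads the higher of the 2 libraries still had 0.179 peaks per read, and 16 cells of the other gave 0.158. The age of the animals was argued against by the Pool P1 libraries, of which the lower had 0.578. With 1 peak minimum of 570 for all libraries, the astrocyte excess went from 4.92 to 2.92 points, between the bounds set for that test. It therefore cannot be told apart whether astrocytes of few peaks passed the filter only there. Reads outside peaks or repeated reads were not tested.

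Some libraries were flagged by their gap to the others of their group relative to the range of the group, so a small gap can be flagged. There were 5 such values among 81 sets of values tested, close to the rate of about 1 in 20 that chance gives. In P21 numbered library 1, Sst cells were 42.1% of interneurons against 34.5% to 35.1%. Peaks per read were 0.521 in P7 Pool library 1 (0.553 to 0.555 in the others) and 0.550 in P21 numbered library 1 (0.553 in each of the others). P1 numbered library 1 held 2113 cells (893 to 949 in the others), and P7 Pool library 1 held 1784 (1431 to 1475).

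Numbered and Pool libraries of the mouse moved in opposite directions in every library for several measures, and these differences between series were not tested. The neuron share of P21 minus P1 was 8.11 points in numbered and -1.98 in Pool libraries, and of P21 minus P7 it was 5.17 and -2.26 points. The median reads of P7 minus P1 were -2251.5 and 1005, and of P21 minus P1 -1640.5 and 1622.5. Median peaks per read of P7 minus P1 were 0.415 and -0.0412, and of P21 minus P1 0.412 and -0.0249. The unassigned share of P21 minus P1 was -2.79 and 0.962 points, and the mean number of cells per library of P21 minus P7 was 1252 and -239.5.

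Mouse cells without a type were left out of the comparisons. In clusters that carried a type at another age they numbered 60 at P1, 125 at P7 and 131 at P21. In clusters without any type they numbered 183 at P1, 1057 at P7 and 141 at P21, and cluster 9 held 834 of those at P7, which were 13.5% ± 1.39 of the cells of a P7 library (SD, n = 4).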

How the results depend on the processing

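Alternatives that averaged agreeing libraries, used median peaks, counted cluster 9 as corticothalamic, gave unassigned cells the type of their cluster, applied 1 peak minimum or left out both numbered P1 libraries, and the sum of the oligodendrocyte lineage, were chosen after the data were seen. Of the alternatives other than single libraries left out, 130 values that answer a comparison kept their direction and side of the threshold or, without a test, moved by less than 1 SD, 26 lost the call (23 where no p could pass with the libraries left), 4 gained it, 27 moved and 8 reversed. For single types and the oligodendrocyte lineage 372 did so, 214 lost the call (190 where no p could pass), 4 gained it and 15 reversed. With any 1 mouse library left out, its age pairs had 3 against 4 libraries, for which no p can pass, and the remaining pair, unchanged in value, lost its call through the adjustment. Lost calls under the block, 1 series, Y7 alone or agreeing sets come from fewer libraries or arrangements. The cause of the other changes was not tested. As shares of glial cells, mouse astrocytes of P21 minus P7 (-23.6 points), their complement the oligodendrocyte lineage (23.6 points) and marmoset precursors (-29.6 points) gained a call. Low read numbers limit which cells passed the authors' filters, and 395 adult marmoset interneurons and 506 adult pyramidal neurons limit their subtype shares. The nearest-neighbour alternatives were not run.

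With the replicate number as a block, the interneuron share of mouse neurons differed by -5.66 (P7 minus P1), -9.18 (P21 minus P1) and -3.52 points (P21 minus P7), the marmoset neuron share by -59.7 points and marmoset corticothalamic neurons by -0.625 points. Blocked depth differences were 614 reads (P21 minus P7) and 756, 1119 and 363 peaks (P7 minus P1, P21 minus P1, P21 minus P7) in mouse, and -3541 reads and -1712 peaks in marmoset. Correlations of deviations gave little sign that numbers paired the libraries: those over 0.1 were 2 of 12 in mouse (range -0.890 to 0.525) and 1 of 5 in marmoset (-0.426 to 0.317). Mouse libraries of the same series and number used separate first-round indices at each age, and whether they shared a plate was not tested. The number of subtype and glial differences that passed was 0 in each set of both species under the block and with agreeing libraries averaged, 0 in each mouse set with Pool libraries only, numbered libraries only or both numbered P1 libraries left out, 0 in each marmoset set with Y7 only, and 0 for marmoset glia with Y8 only. It was 7 for mouse pyramidal subtypes in cells with at least the median reads.

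In the same order of age pairs, the mouse interneuron differences were -6.54, -9.29 and -2.75 points with agreeing libraries averaged, -6.46, -8.96 and -2.50 with Pool only, -4.86, -9.40 and -4.54 with numbered only, and -5.78, -9.30 and -3.52 without both numbered P1 libraries. For P21 minus P7 it was -1.74 with median peaks and -0.920 with cluster 9 as corticothalamic, where callosal, layer IV, subcerebral and corticothalamic differences reversed to 2.29, 0.866, 0.159 and -3.31 points. The mouse neuron share differed by 5.69 (P7 minus P1) and 5.89 points (P21 minus P1) with median reads, by -11.7 (P7 minus P1) and 15.4 points (P21 minus P7) with unassigned cells in the denominator, by -1.98 (P21 minus P1) and -2.26 points (P21 minus P7) with Pool only, and by -1.20 points (P7 minus P1) without both numbered P1 libraries. Mouse reads of P21 minus P1 were 74.8 by means and 0.0298 by mean log10. Mouse glia in clusters of 1 age were 36.0% and interneurons 47.8% at a purity of 80%, and interneurons reached 49.7% without P7 Pool library 2. The mouse oligodendrocyte lineage of P21 minus P7 reversed to -0.0138 points with median reads, -0.0858 with median peaks and -0.927 with numbered only.

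In marmoset, the neuron share differed by -54.3 points with agreeing libraries averaged and -49.2 with Y7 only, and the interneuron share by -0.416, -5.40 (Y7 only), 10.5 (Y8 only) and, by less than 1 SD from 4.14, -1.504 points with pooled cells. Corticothalamic neurons reversed to -0.0656 in log odds and -5.82 points with Y8 only, precursors to 8.86 points with median reads and 9.19 with median peaks, and committed precursors to -4.97 points of glial cells, -0.199 with agreeing libraries averaged and -1.29 with Y7 only.

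With each library left out in turn, mouse interneuron differences ranged from -6.27 to -4.79 (P7 minus P1), -9.78 to -8.65 (P21 minus P1) and -4.39 to -3.10 points (P21 minus P7), and the number of passed differences was 0 to 0 in each mouse set. Mouse peaks ranged from 678 to 874, 1041 to 1180 and 245 to 415, and reads from -1219 to 267, -605 to 882 and 440 to 692, in the same order. Marmoset interneurons ranged from 1.55 to 8.48 points, the highest without Y7 library 1, corticothalamic neurons from -2.76 to 4.28 and committed precursors from -0.154 to 0.689.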

Other observations

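The oligodendrocyte lineage as a whole, a sum formed and tested after the data were seen, differed with age. In mouse it was 2.56% ± 0.654 of annotated cells at P1, 5.17% ± 0.745 at P7 and 6.06% ± 1.5003 at P21 (SD, n = 4). P7 and P21 lay above P1 (adjusted p = 0.0429 each, exact permutation test, n = 4). P21 did not separate from P7 (adjusted p = 0.343, exact permutation test), except as a share of glial cells, where it lay 23.6 points higher (adjusted p = 0.0286, exact permutation test, n = 4). That share is the complement of the astrocyte share of glial cells. The P21 minus P7 difference turned to -0.0138 points with median reads, -0.0858 with median peaks and -0.927 in numbered libraries alone. Among cells with at least the median reads neither age passed against P1, with differences of 0.340 and 0.326 points (adjusted p = 0.857 each, exact permutation test, n = 4). In marmoset it was 13.4% ± 1.90 at Day0 and 79.0% ± 7.26 in adults (p = 0.00794, exact permutation test, SD, n = 5). Precursors were 83.6% ± 11.002 of the marmoset lineage at Day0 and 10.96% ± 1.40 in adults, where mature oligodendrocytes were 44.2% ± 24.2.

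The stages of the adult lineage differed by year. Mature oligodendrocytes were 50.2% ± 2.90 of annotated cells at Y7 (n = 2) and 22.4% ± 1.68 at Y8 (n = 3), and myelin-forming cells were 9.59% ± 3.05 and 35.5% ± 1.91. Newly formed oligodendrocytes were 3.91% ± 0.666 and 12.9% ± 1.23, and astrocytes 6.41% ± 0.289 and 10.2% ± 0.877. With 2 against 3 libraries, and no labels that tie libraries to animals, the years were not tested. Depth differed by year too, with median reads of 3274 and 3338 in the Y7 libraries and 2557.5 to 2618 in the Y8 libraries, and myelin-forming cells had the lowest median reads of the marmoset types (2143.5).

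Cells without a type sat beside named glia in the mouse. The cluster that held precursors at P1 (129 cells) and P7 (254 cells) also held 91 unassigned P21 cells, 1.12% of P21 cells (exact 95% interval 0.900% to 1.37%). The cluster of myelin-forming cells at P21 (337 cells) also held 56 unassigned P7 cells. These intervals cover counting error only.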
